A study of Saccharomyces cerevisiae with 12 samples. Its data were reported in "Senescence in yeast is associated with amplified linear fragments of chromosome XII rather than ribosomal DNA circle accumulation" (2023).

How the data were processed

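Genomic DNA of diploid budding yeast carrying the mother enrichment program, a genetic system in which daughter cells stop dividing once estradiol is added so that mother cells can be collected at a known age, was sequenced from wild type and from mutants lacking SPT3, RAD52 or SAC3. Each of the 4 genotypes had 1 library at log phase, 1 after 24 h and 1 after 48 h of ageing, 12 libraries in all, and the labels name a single sequencing lane for all of them. There were no replicates at any genotype and time point.

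The deposited table holds a normalised read signal for every library in windows of 25 kb placed every 5 kb. According to the methods, the authors trimmed single-end reads, aligned them with Bowtie 2 to the R64-1-1 build of the yeast genome, counted reads per window and multiplied each library by a size factor. The treatment of duplicate reads and the mapping quality filter are not stated. The methods describe the removal of windows with Ty elements, long terminal repeats (LTRs), mitochondrial DNA and the ENA and CUP1 gene clusters before normalisation, but the table still has 2441 windows that tile all 17 sequences of the reference to their ends, including 18 mitochondrial windows. Of these windows, 811 touch a Ty element or LTR and 12 touch the ENA or CUP1 genes. Median-of-ratios factors recomputed over all windows differed between libraries by 0.298% at most, and those over the 1604 nuclear windows without such features by 1.53%.

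Within each library at least 99.877% of the values were whole multiples of a single step, found by a search over the 60 smallest values and taken as the value of 1 read. The tolerance for whole reads was 0.1. The step was used only to describe depth. Libraries held 5261601 to 12147987 reads in windows that do not overlap, and the median full-length nuclear window held 7524 to 21605 reads, a counting error of 0.680% to 1.15%. This covers counting error only, not the variation between cultures. Too few windows hold low values for reads to be recovered with certainty, so no test on read numbers was run and every comparison used the deposited signal.

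Window coordinates were taken from the table and annotation (genes, repeats, centromeres, telomeres, replication origins, GC content) from the R64 reference, whose chromosome lengths equal the last window ends of the table. ChrXIIr is the set of 118 windows starting at or after position 490000 of chromosome XII, to the right of the rDNA. The left arm of chromosome XII is the set of 86 windows ending at or before position 450000, and the rDNA is the set of 13 windows touching 450000 to 490000; 1 window belongs to both by these definitions. For each aged library the ratio to the log phase library of the same genotype was computed per window, and the median over a region was set against the same median over every stretch of as many consecutive windows on chromosomes other than XII. This describes the libraries and gives no p-value.

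Effects shared by the genotypes were tested in 2 ways. For 18 regions, the mean over genotypes of the log2 change in the region median (mean of 24 h and 48 h minus log phase) was tested by a two-sided exact permutation of the time points within genotypes, with 81 relabellings and a smallest possible p of 0.0123, and Benjamini-Hochberg adjustment over the 18 regions. For single windows, limma 3.58.1 (R 4.3.3) was fitted to log2(signal + 1) of the 2423 nuclear windows with genotype and age (24 h and 48 h together against log phase) as terms, and windows with a Benjamini-Hochberg adjusted p under 0.05 were counted. Overlapping windows are not independent. The spread in this model includes the differences between genotypes in their response and those between 24 h and 48 h. The 24 h and 48 h libraries of a genotype share its response to age but were counted as independent, which can make the p-values too small. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

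Both tests were tested on simulated data. Of 200 simulated windows changed 1.3-fold, limma called 100%, with 6.54% unchanged windows among its calls, and it called 0 windows when none was changed. Of 200 simulated regions shifted by 0.10 on the log2 scale with a noise SD of 0.02, the permutation gave a p under 0.05 for 100%, and for 6% of unshifted regions. Both simulations used independent noise of a single SD and the same effect in every genotype and at both aged time points. They left out overlap between windows and differences between genotypes in their response, so these rates need not hold for the real data.

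The tests, the region definitions, the named regions and most other settings were fixed before the data were examined. Named regions are ChrXIIr, the left arm of XII, the rDNA, chromosomes I and VI, the 3 deleted genes, the highest and the lowest merged region outside chromosome XII in each genotype at 48 h (at least 3 overlapping windows above the 99th or below the 1st percentile of the library) and up to 5 merged regions with the smallest adjusted p from limma. The other settings fixed then were another boundary of ChrXIIr at 500000, windows that do not overlap, means and sums in place of medians, re-centring or re-scaling on windows outside chromosome XII, pseudocounts, removal of the 5% of windows with the lowest signal, removal of windows within 50 kb of chromosome ends, correction of window ratios for GC content (lowess, fraction 0.3), 10000 random window lists, 48 h or 24 h alone, quantile normalisation, limma with trend and robust settings, and leaving out each genotype.

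Chosen after the data had been examined were the removal of windows touching Ty elements, LTRs, ENA or CUP1, the inclusion of mitochondrial windows, the use of the limma fit without windows near chromosome ends, random window lists matched on log phase signal, and the flanking-window and edge-step measures at the deleted genes. A value without a test was taken as moved when it changed on the log2 scale by more than 1 SD of the medians over stretches elsewhere, since there are no replicates; this criterion was also chosen after the data had been examined. With a genotype left out the permutation has 27 relabellings and a smallest p of 0.037, which cannot pass the adjustment, so those values were treated as values without a test and compared with the SD of the changes of the 4 genotypes. This treatment was adopted after the first results had been seen. The 18 mitochondrial windows were left out of the comparisons of regions and windows, because the methods exclude them; they entered only the limma fit that includes them and a separate comparison with log phase among the results flagged for a closer look.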

Results

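The data are read signals in 25 kb windows along the yeast genome from 12 libraries: wild type, spt3 mutant, rad52 mutant and sac3 mutant cells at log phase and after 24 h and 48 h of ageing, with 1 library for each genotype and time point. No value below has a replicate, so differences between single libraries have no replicate check. The libraries held 5261601 to 12147987 reads in windows that do not overlap. The median signal of a full-length nuclear window lay between 12626 and 12897 in all 12 libraries. The study asked which parts of the genome change in copy number as mother cells age, and whether the mutants, in which circles of excised ribosomal DNA accumulate less, differ from wild type.

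The deleted genes were examined first as a check of the genotype labels. A gene fills only part of a window, so a full deletion lowers the ratio to wild type at the same time point only to 0.844 for SAC3 (YDR159W, chromosome IV, 771877 to 775782), 0.943 for RAD52 (YML032C, chromosome XIII, 212515 to 213930) and 0.959 for SPT3 (YDR392W, chromosome IV, 1258696 to 1259709). The median ratio over the windows that hold all of SAC3 was 0.867 at log phase, 0.889 at 24 h and 0.857 at 48 h in the sac3 mutant. In the rad52 mutant the ratio at RAD52 was 0.959 at log phase, 1.02 at 24 h and 1.04 at 48 h. In the spt3 mutant the ratio at SPT3 was 0.946 at log phase, 1.04 at 24 h and 1.01 at 48 h. This planned measure was therefore above 1 at RAD52 and SPT3 in the aged libraries of the matching mutants.

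Relative to the 20 windows without the gene within 50 kb, the ratio was 0.854, 0.852 and 0.860 at SAC3, 0.953, 0.974 and 0.992 at SPT3, and 1.000, 1.01 and 0.995 at RAD52, at log phase, 24 h and 48 h. Mutants with an intact SPT3 gene had lower ratios of this kind at SPT3 in the aged libraries, 0.956 and 0.861 in the rad52 mutant and 0.938 and 0.971 in the sac3 mutant at 24 h and 48 h, and the planned ratio at SPT3 was 0.786 in the rad52 mutant at 48 h. At RAD52 the spt3 mutant had 0.980, 1.05 and 0.992. Neither measure thus marks the aged spt3 and rad52 libraries. Another measure was chosen after these values had been seen: the step of the ratio at the edges of the windows holding the gene. It was 0.850, 0.851 and 0.842 at SAC3 in the sac3 mutant, 0.957, 0.959 and 0.967 at SPT3 in the spt3 mutant, and 0.959, 0.930 and 0.963 at RAD52 in the rad52 mutant. In the mutants that keep the gene the lowest step was 0.977 at SAC3, 0.990 at SPT3 and 0.989 at RAD52. Among other positions outside chromosome XII, at most 0.0962% had a lower step than SAC3, at most 1.00% a lower step than SPT3, and 0.143%, 0.0478% and 5.30% a lower step than RAD52. The label of the rad52 library at 48 h is thus the one least firmly checked, and the RAD52 result depends on the measure.

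ChrXIIr, which runs from the rDNA to the right end of chromosome XII, was compared between aged and log phase cells of each genotype. In wild type the median ratio to log phase over its 118 windows was 1.11 at 24 h and 1.23 at 48 h. The rad52 mutant had ratios of 1.41 at 24 h and 1.43 at 48 h. The spt3 mutant had ratios of 1.06 and 1.09, and the sac3 mutant of 1.03 and 1.05. Every one of the 671 stretches of as many windows on other chromosomes had a lower ratio than ChrXIIr in both aged libraries of wild type and of the rad52 mutant. In the spt3 mutant 95.8% of stretches were lower at 24 h and 97.5% at 48 h, and in the sac3 mutant 89.1% and 78.8%. Against 10000 random window lists matched on mean signal, wild type and the rad52 mutant again exceeded all lists, whereas the spt3 mutant exceeded 13.6% and 76.2% and the sac3 mutant 10.4% and 0.06% of lists. The mean signal includes the aged libraries, so this matching favours windows that themselves rose with age (the middle list had a ratio of 1.08 in the sac3 mutant at 48 h, against 1.01 for the median window outside chromosome XII), and the percentiles of the spt3 and sac3 mutants say little. With lists matched on the mean signal of the log phase libraries alone, chosen after the data had been examined, wild type and the rad52 mutant exceeded all lists, the spt3 mutant 99.96% and 100%, and the sac3 mutant 86.2% and 74.0%. Both kinds of list draw scattered windows, whereas ChrXIIr is a run of neighbouring windows. List medians can therefore vary less, and these percentiles can look more extreme than those among stretches. In the spt3 mutant at 24 h the highest stretch elsewhere had a ratio of 1.13, above ChrXIIr. The alternative that moved the ratio most was the ratio of summed signals, which gave 1.38 in wild type at 48 h.

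The rise was not even along ChrXIIr. In wild type at 48 h the window at 490001 to 515000, next to the rDNA, had a ratio of 7.12, and the following window at 495001 to 520000 had a ratio of 1.38. The first of these windows begins with 368 positions from which a 75-base sequence is identical to the rDNA unit. Among windows starting from 500 to 600 kb the wild type median at 48 h was 1.17, and among those starting from 1000 kb it was 1.39. In the rad52 mutant at 48 h the corresponding medians were 1.43 and 1.37. They were 1.04 and 0.915 in the spt3 mutant and 1.02 and 0.669 in the sac3 mutant at 48 h. The median of the windows starting from 1000 kb was thus below log phase in the spt3 and sac3 mutants at 48 h, but these windows were not alike. The window at 1000001 to 1025000 had ratios of 1.56 in the spt3 mutant and 1.55 in the sac3 mutant at 48 h. Nearer the chromosome end, the window at 1055001 to 1078177 had 0.822 and 0.555.

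**Figure D1:**
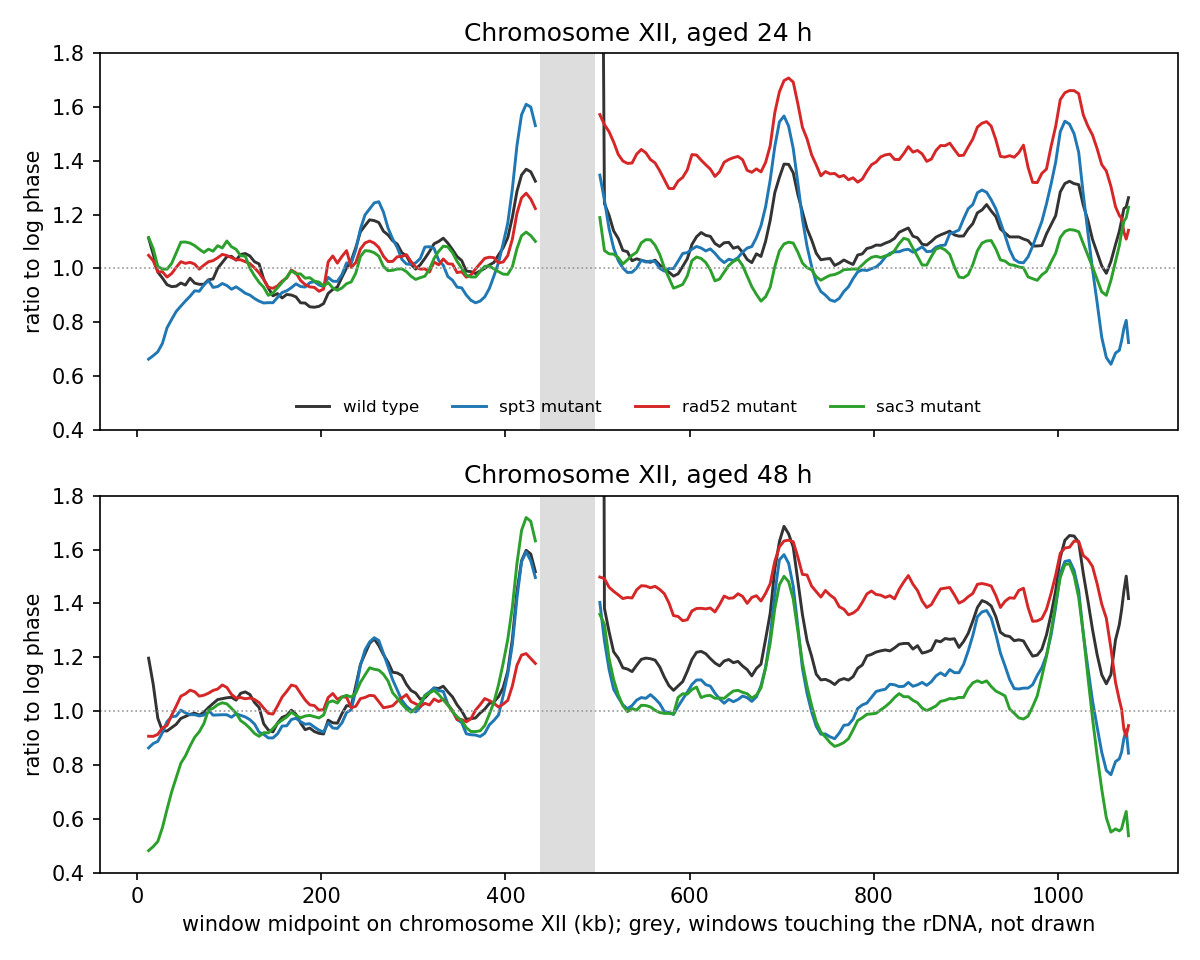
Ratio of each aged library to the log phase library of its genotype (vertical axis) in 25 kb windows along chromosome XII (horizontal axis, window midpoint in kb), at 24 h (top) and 48 h (bottom), with 1 line per genotype; windows touching the rDNA are not drawn and the wild type window next to the rDNA (3.87 at 24 h, 7.12 at 48 h) runs off the axis. To the right of the rDNA the rad52 line lies around 1.41 at 24 h and 1.43 at 48 h, and shared peaks appear in several genotypes on both sides.

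The other side of the rDNA, the left arm of chromosome XII, served as the comparison on the same chromosome. Its median ratio at 24 h and 48 h was 1.02 and 1.03 in wild type, 0.943 and 0.985 in the spt3 mutant, 1.02 and 1.04 in the rad52 mutant, and 1.00 and 1.00 in the sac3 mutant. In the rad52 mutant at 48 h all 1021 stretches of as many windows on other chromosomes were lower, and in the spt3 mutant at 24 h all were higher. In the other 6 aged libraries the left arm lay within the range of the stretches.

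The windows inside the rDNA collect reads from ribosomal DNA copies, chromosomal and circular together, but not all of the 13 windows touching it report the number of copies. In wild type at 48 h the window at 425001 to 450000 had a ratio of 1.37 and the 4 windows starting from 470001 had ratios of 7.48 to 7.74, against 13.1 to 14.0 in the other 8. In the spt3 and sac3 mutants at 48 h those 4 windows (1.45 to 1.48 and 1.41 to 1.44) were higher than the other 8 (1.31 to 1.36 and 1.19 to 1.23). Over all 13 windows the median ratio in wild type was 6.66 at 24 h and 13.3 at 48 h. The ratio was 1.28 and 1.32 in the spt3 mutant, 1.48 and 1.41 in the rad52 mutant, and 1.30 and 1.21 in the sac3 mutant. Scaled to the median window, with a unit length of 9137 bp, the signal in the window at 445001 to 470000 corresponded to 184 rDNA units per haploid genome at log phase in wild type, 1286 at 24 h and 2625 at 48 h. In the spt3 mutant the same measure gave 157, 203 and 210 units, in the rad52 mutant 210, 309 and 298, and in the sac3 mutant 122, 158 and 146.

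Chromosomes I and VI were compared because the study described small gains of both. The median ratio of chromosome I at 24 h and 48 h was 1.09 and 1.09 in wild type, 1.08 and 1.09 in the spt3 mutant, 1.11 and 1.05 in the rad52 mutant, and 1.06 and 1.10 in the sac3 mutant. For chromosome VI it was 1.08 and 1.04 in wild type, 1.06 and 1.06 in the spt3 mutant, 1.06 and 1.02 in the rad52 mutant, and 1.04 and 1.05 in the sac3 mutant. Correction for GC content lowered chromosome I to 1.04 and 1.03 in wild type. Among the other chromosomes the lowest median in any aged library was 0.908, for chromosome III in the spt3 mutant at 24 h, and the highest was 1.14, for chromosome XVI in the sac3 mutant at 48 h.

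**Figure D2:**
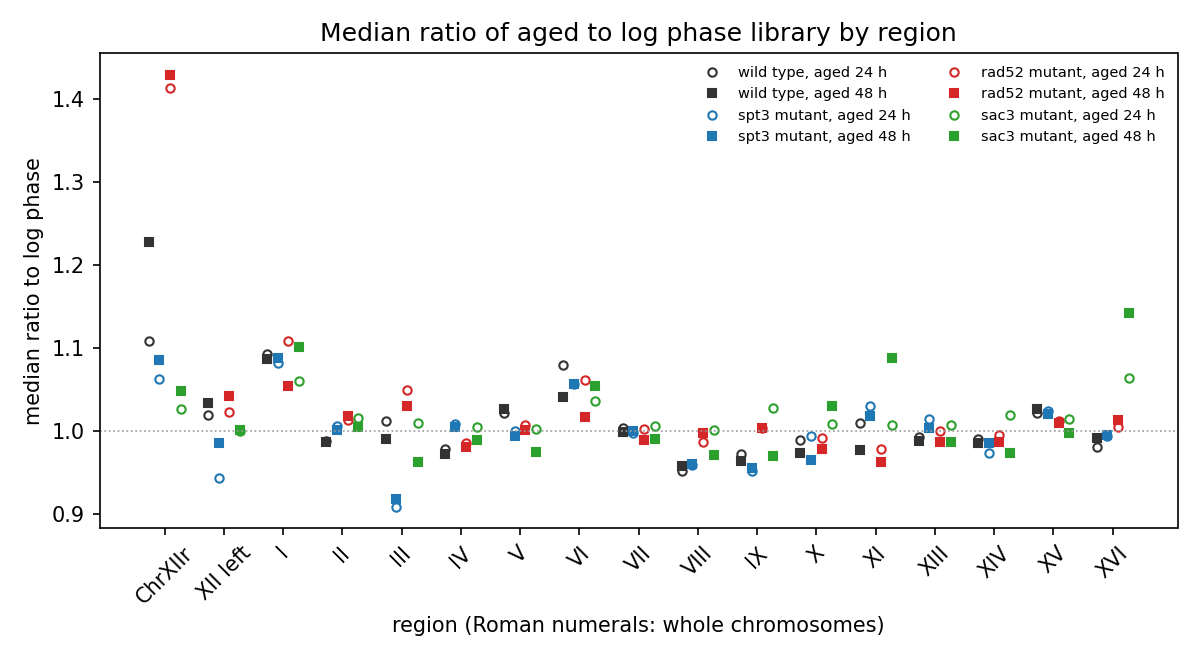
Median ratio of each aged library to the log phase library of its genotype (vertical axis) for ChrXIIr, the left arm of chromosome XII and the 15 other chromosomes (horizontal axis), with 1 point per library, open circles for 24 h and filled squares for 48 h. ChrXIIr in the rad52 mutant (1.41 and 1.43) and in wild type at 48 h (1.23) lies above every whole chromosome.

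There was 1 library per group, and only changes shared by the genotypes were tested. ChrXIIr rose by 0.18 on the log2 scale on average, in 4 of 4 genotypes (exact permutation p = 0.0123, the smallest the 81 relabellings can give; adjusted p 0.0444 over 18 regions). The rDNA rose by 1.11 and chromosome I by 0.10, each in 4 of 4 genotypes and with the same exact p and adjusted p. The median signals of chromosomes IV and VII, compared as region medians, changed by -0.04 and -0.03, also in 4 of 4 genotypes with the same exact p and adjusted p. The medians of their window ratios did not all fall. That of chromosome IV was 1.01 and 1.00 in the spt3 mutant, and 1.00 at 24 h in the sac3 mutant. That of chromosome VII was 1.00 at 24 h in wild type and in the rad52 mutant and 1.01 in the sac3 mutant. Chromosome VI rose by 0.06 in 4 of 4 genotypes (exact permutation p = 0.0247, adjusted p 0.0741), and the left arm of chromosome XII changed by -0.0038 (exact permutation p = 0.852, adjusted p 0.902). The mean change of ChrXIIr was 0.08 without the rad52 mutant, and that of the rDNA was 0.41 without wild type. Under the alternatives with all 4 genotypes, the adjusted p from the exact permutation ranged from 0.0278 to 0.185 for ChrXIIr, from 0.0370 to 0.111 for the rDNA, from 0.0741 to 0.296 for chromosome I, from 0.0278 to 0.148 for chromosome IV and from 0.0486 to 0.975 for chromosome VII. Re-centring of each library on windows outside chromosome XII took all 5 above 0.05. Without windows touching Ty elements, LTRs, ENA or CUP1, the changes in the region medians of chromosomes III, VI, VII and XIV had the opposite sign. Whether genotypes differed in their response was not tested.

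Across single windows, limma called 837 of 2423 nuclear windows changed with age, 545 higher and 292 lower (adjusted p under 0.05), and 1143 had an unadjusted p under 0.05. Both aged libraries of a genotype were counted as independent here, so the number called may be too large. These included 66 of the 118 ChrXIIr windows, all higher, and, outside chromosome XII, 456 higher and 284 lower windows in 66 and 46 merged regions. In 442 of the windows called higher all 8 aged libraries were above 1, and in 219 of those called lower all 8 were under 1. The count depended on wild type, on the spt3 mutant and on both time points: limma called 0 windows without the spt3 mutant (795 with an unadjusted p under 0.05), 13 without wild type, 13 with the 48 h libraries alone and 0 with the 24 h libraries alone (800 with an unadjusted p under 0.05). The number called was 768 without the rad52 mutant and 780 without the sac3 mutant.

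The 5 merged regions with the smallest limma adjusted p (0.0107 for the best window of each) were chromosome XV 295001 to 390000, IV 1010001 to 1075000, V 385001 to 445000 and VII 845001 to 900000, all lower, and XV 535001 to 610000, higher. The best window of XV 295001 to 390000, which holds the centromere and 46 protein-coding genes from IRC10 to DFG16, changed by -0.19 on the log2 scale (SE 0.03), and the region median was under 1 in all 8 aged libraries. The best window of XV 535001 to 610000, with 33 protein-coding genes from CIM1 to SPP2, changed by 0.24 (SE 0.03). Its median ratio was above 1 in all 8 aged libraries, from 1.10 in the rad52 mutant at 48 h to 1.46 in the spt3 mutant at 24 h.

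At log phase, before ageing, the mutants were compared with wild type. ChrXIIr had a median ratio to wild type of 1.02 in the spt3 mutant, 1.00 in the rad52 mutant and 0.994 in the sac3 mutant. The left arm of chromosome XII had ratios of 1.02, 0.979 and 0.976, and the rDNA of 0.860, 1.13 and 0.687, in the same order. In the spt3 mutant ChrXIIr (1.019, against a highest stretch of 1.015) and the left arm (1.020, against 1.015) lay above all stretches of as many windows on other chromosomes before ageing. With the mean of the window ratios in place of the median, the rDNA ratios were 0.882, 1.08 and 0.742. Chromosome XVI had a ratio of 1.07 in the sac3 mutant, above all 178 stretches of as many windows elsewhere, and 0.988 and 1.01 in the spt3 and rad52 mutants. Chromosome XIV in the spt3 mutant (1.01) also lay above all stretches, and chromosomes II (0.981) and XV (0.985) in the spt3 mutant, V (0.975), XIII (0.988) and XV (0.996) in the rad52 mutant and VII (0.981) in the sac3 mutant lay below all.

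Outside chromosome XII the highest merged region at 48 h in wild type was VII 605001 to 645000, with a median ratio of 1.59 and 22 protein-coding genes from PEF1 to TOM20. The same region had ratios at 48 h of 1.58 in the spt3 mutant, 1.09 in the rad52 mutant and 1.65 in the sac3 mutant. The highest region was V 450001 to 490000 in the spt3 mutant (1.67), V 525001 to 560000 in the rad52 mutant (1.21) and XVI 625001 to 665000 in the sac3 mutant (1.81). The lowest merged region in wild type was XI 400001 to 445000, which holds the centromere, with a ratio of 0.814. In the mutants the lowest region lay at a chromosome end: XIII 895001 to 924431 in the spt3 mutant (0.581), XI 640001 to 666816 in the rad52 mutant (0.766) and III 300001 to 316620 in the sac3 mutant (0.346).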

Values the study reported

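The study reported that rDNA copy number rose 14× with age in wild type. For rad52 mutant cells it gave a 1.5-fold rise of the ChrXIIr signal with age.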

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

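The tests on size factors, on the wild type log phase library and on the rise of chromosome XVI with age were chosen only after the result they bear on had been seen; the other tests were set before their result was seen, although the patterns themselves had been noticed first.

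Mitochondrial DNA, left out of the comparisons of regions and windows above, gave a signal above the log phase level in all 8 aged libraries. The median ratio to log phase over the 18 mitochondrial windows was 5.38 at 24 h and 27.6 at 48 h in wild type, 4.13 and 8.02 in the spt3 mutant, 14.4 and 17.9 in the rad52 mutant, and 3.62 and 4.63 in the sac3 mutant. The tables argue against 3 technical explanations. A size factor error drops out of the ratio of mitochondrial to nuclear signal within a library, yet this ratio was higher than at log phase in all 8 aged libraries, by 3.76 times at the least (sac3 mutant at 24 h). A bias towards low GC content, which mitochondrial DNA has (17.1% against 38.3% in the nucleus), would raise the tenth of nuclear windows with the lowest GC content above the tenth with the highest; this held in 0 of the 8 aged libraries, so GC content bias runs the other way. Reads from nuclear copies of short mitochondrial stretches would raise some windows only, yet the lowest ratio of any mitochondrial window in any aged library was 1.66. That the amount of mitochondrial DNA per nuclear genome may rise in ageing mother cells is a hypothesis, found and tested on the same libraries. Differences in how mitochondrial DNA is recovered from log phase and from purified aged cells were not tested and stay open, since every aged library came from purified cells.

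For 10 of the 18 regions both aged libraries of 1 genotype lay above log phase and both of another below it. The difference was not tested in any of them, and with a shared log phase library chance alone would give about 11.1 such regions if regions were independent. The largest differences in mean log2 ratio were 0.19 for chromosome III (rad52 mutant minus spt3 mutant), 0.16 for chromosome XVI (sac3 mutant minus wild type), 0.11 for chromosome XI (sac3 mutant minus rad52 mutant) and 0.10 for the left arm of XII (rad52 mutant minus spt3 mutant). The others were 0.073 for chromosome IX, 0.058 for X, 0.045 for IV, 0.041 for II, 0.038 for V and 0.027 for XIII. Apart from chromosomes III and XVI, no explanation of these differences was tested.

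Chromosome III in the spt3 mutant had ratios of 0.908 at 24 h and 0.918 at 48 h. Windows near chromosome ends were low in this mutant, and without windows within 50 kb of an end the ratios were 0.959 and 0.942. Over the same windows the ratios were 0.969 and 0.983 in wild type, 1.01 and 1.05 in the rad52 mutant, and 1.03 and 0.993 in the sac3 mutant, so that at 24 h the spt3 mutant lay close to wild type. Low windows near chromosome ends may thus be part of the cause, but the values lie between those that would count for and against it as the whole cause, and an effect of the mutation on the chromosome stays open, untested.

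Chromosome XVI in the sac3 mutant was high at log phase already, with a ratio to wild type of 1.07. Correction for GC content left the ratio at 1.07, more than 1 SD of the stretches elsewhere above 1. A low wild type library is argued against by the ratios of the sac3 log phase library to the 3 other log phase libraries, of which the lowest was 1.06. A few local regions are argued against as the source of the log phase level by the share of windows that do not overlap lying above the library median, which was 100%. Against its own log phase, chromosome XVI rose further to 1.06 at 24 h and 1.14 at 48 h. After correction for GC content these ratios were 1.07 and 1.13, which argues against that bias. The share of windows that do not overlap above the library median was 73.7% at 24 h and 92.1% at 48 h. A few local regions are argued against here too, since the first quartile of the window ratios was 1.03 at 24 h and 1.07 at 48 h, above the medians of all stretches elsewhere (at most 1.02 and 1.04). An extra copy of chromosome XVI in part of the sac3 cells may be the source, a hypothesis that 1 culture per time point cannot tie to the mutation.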

How the results depend on the processing

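All 88 alternative values of the ChrXIIr ratio stayed above 1, from 1.01 in the sac3 mutant at 24 h to 1.45 in the rad52 mutant at 48 h, and 8 of them moved by more than the spread of stretches elsewhere. The mean of window ratios gave 1.14 and 1.32 in wild type at 24 h and 48 h and 1.12 in the spt3 mutant at 48 h. The ratio of summed signals gave 1.18 and 1.38 in wild type and 1.10 and 1.13 in the spt3 mutant; in wild type both measures weight the window next to the rDNA with its ratio of 7.12. Without windows touching Ty elements, LTRs, ENA or CUP1, the sac3 mutant had 1.05 at 24 h. Against random window lists, the percentile of ChrXIIr in the spt3 mutant was 13.6 at 24 h and 76.2 at 48 h where lists were matched on the mean signal of all libraries, which favours windows that rose with age, and 99.96 and 100 where they were matched on log phase signal. The lists draw scattered windows, so these percentiles can look more extreme than those among stretches. None of the 32 alternative values of the left arm of XII and none of the 24 of the rDNA ratio moved in this sense.

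Correction for GC content brought chromosome I to 1.04 and 1.03 in wild type, 1.01 in the spt3 mutant at 48 h, 1.05 and 1.03 in the rad52 mutant and 1.01 in the sac3 mutant at 24 h, and chromosome VI to 1.03 in the rad52 mutant at 24 h. Windows that do not overlap gave 1.07 for chromosome I in the rad52 mutant at 24 h. Without windows near chromosome ends, chromosome VI had 1.14 and 1.12 in the spt3 mutant and chromosome I had 1.03 in the sac3 mutant at 24 h, where removal of windows touching Ty elements, LTRs, ENA or CUP1 gave 1.09. The ratio of all alternatives for chromosome I stayed above 1. The mean of window ratios moved the log phase rDNA ratio to 0.882, 1.08 and 0.742 in the spt3, rad52 and sac3 mutants, and that of chromosome XVI in the spt3 mutant to 0.996. At RAD52, the flanking-window measure at log phase was 1.000. The causes of these moves were not tested.

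In the exact permutation test, re-centring left the changes of ChrXIIr (0.19), the rDNA (1.12), chromosome I (0.11), IV (-0.03) and VII (-0.01) without an adjusted p under 0.05, and so did removal of windows touching Ty elements, LTRs, ENA or CUP1 for ChrXIIr (0.16), the rDNA (1.13), chromosome I (0.11) and IV (-0.03). The unadjusted p of the rDNA and chromosome I stayed at 0.0123, the smallest possible, under both alternatives, so for these the loss came from the adjustment over the other regions. Chromosome I also lost it with 48 h alone (0.10) and without windows near ends (0.064), and chromosome VII lost it there. Without windows near ends, chromosomes VI (0.087), II (0.025, against -0.013 with them) and XV (0.054, against 0.0054) had an adjusted p of 0.0370 in the exact permutation test. The left arm of XII changed sign without the spt3 mutant (0.018), without windows near ends (0.0073) and after re-centring (0.010). Without windows touching Ty elements, LTRs, ENA or CUP1, chromosomes VI (-0.0039), VII (0.0017), III (0.014, against -0.048) and XIV (0.0015, against -0.0062) changed sign. The cause was not tested. These are changes in region medians. The median window ratio of chromosome VI stayed above 1 under this alternative at 24 h and 48 h in wild type (1.06 and 1.01), the spt3 mutant (1.01 and 1.04) and the rad52 mutant (1.06 and 1.03).

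The limma count of 837 windows (545 higher, 292 lower) was 162 of 490 with windows that do not overlap (100 higher, 62 lower) and 526 of 1604 without windows touching Ty elements, LTRs, ENA or CUP1 (359 higher, 167 lower), both with fewer windows tested. It was 13 with 48 h alone (13 higher, 0 lower; 862 with an unadjusted p under 0.05), 0 with 24 h alone (0 higher, 0 lower; 800), 13 without wild type (13 higher, 0 lower; 780) and 0 without the spt3 mutant (0 higher, 0 lower; 795). Without the rad52 mutant it was 768 and without the sac3 mutant 780, so fewer libraries alone do not account for the loss without wild type or the spt3 mutant. The cause of the losses was not tested. With both time points, the aged libraries of a genotype were counted as independent, which may have raised the main count. Quantile normalisation gave 350 higher and 355 lower, so that 49.6% of calls were higher, against 65.1% before and 73.8% after re-centring.

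Of the 81 choices of the log phase library within genotypes, 1 split, the real one, gave as many windows as the real labels, and the next largest count was 0. Tests on read numbers with edgeR and DESeq2 were planned but not run, because reads could not be recovered with certainty. At a counting error of 0.680% to 1.15% per window, depth does not limit the region ratios; the lack of replicates does.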

Other observations

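The tests on centromeres without GC correction, on replication origins and the size of a replication gradient, on shared telomeric sequence and on rDNA sequence were chosen only after the values, or regions that are part of them, had been seen.

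Windows near chromosome ends were low in the spt3 mutant at 24 h and 48 h and in the sac3 mutant at 48 h, and less so in the rad52 mutant at 48 h. The median ratio of the 255 windows within 30 kb of an end was 0.744 and 0.830 in the spt3 mutant at 24 h and 48 h and 0.643 in the sac3 mutant at 48 h, against 1.01 and 0.977 in wild type. In the rad52 mutant it was 1.02 at 24 h and 0.939 at 48 h, when 78.8% of these windows were under 1. In the sac3 mutant at 24 h it was 1.01. The tests here cover the 3 lowest libraries, both of the spt3 mutant and that of the sac3 mutant at 48 h. GC content bias is argued against, since after correction the highest of the 3 values was 0.835. Telomeric sequence shared between ends is argued against as the whole cause, since without windows touching an annotated telomere the highest of the 3 was 0.892. That terminal DNA is lost, or recovered less well, in these cells may explain the rest, and the libraries do not separate these.

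The same windows were high at 48 h in several genotypes. Over 371 interior windows that do not overlap, the rank correlation of window ratios between genotypes ranged from 0.238 (spt3 and rad52 mutants) to 0.881 (wild type and spt3 mutant) over the 6 pairs, with a median of 0.584; windows are not independent replicates. After correction for GC content the median was 0.515, and without windows touching Ty elements or LTRs it was 0.567, which argues against both as the whole cause. GC content may still be part of it. The rank correlation of window ratio with GC content was above 0 in all 8 aged libraries, from 0.235 to 0.565 (sac3 mutant at 48 h and 24 h). The limma fit and the exact permutation test were not corrected for GC content. A candidate explanation is that log phase cells were replicating, so that sequences replicated early were in excess there, and that fewer aged cells were. The window ratio would then rise with distance from the nearest of 352 annotated origins. The rank correlation was above 0 in 7 of the 8 aged libraries, from 0.0884 to 0.183, and -0.0060 in the rad52 mutant at 48 h. The test had asked for all 8, so its prediction was not met. The paper takes rad52 mutant cells to have finished dividing before 24 h. The exception, close to 0, is thus not easily put down to cells still replicating, and the question stays open. Replication at most doubles a sequence in a single cell, and in a culture of cells at mixed stages its excess is smaller. The highest ratio of the 99th to the 1st percentile of interior windows at 48 h was 1.94, in the sac3 mutant. It lies under a doubling, but that bound is too loose to decide whether a replication gradient is large enough.

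Centromeres replicate early, so the same hypothesis of fewer replicating cells would put them among the windows that were lower with age. The median ratio of 15 centromere windows was under the median of windows outside chromosome XII in 8 of the 8 aged libraries, from 0.891 in wild type at 48 h to 0.986 in the sac3 mutant at 48 h. In the sac3 and rad52 mutants at 48 h, 29.9% and 12.3% of random lists of as many windows were lower, so those libraries show little. After correction for GC content bias the centromere windows were still lower in 7 of the 8. The hypothesis stays a candidate explanation, and it was prompted by low regions that hold centromeres.

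The ChrXIIr ratio rose towards the right telomere in all 8 aged libraries, beyond the windows nearest the rDNA and the end. The slope (log2 per 100 kb) at 24 h and 48 h was 0.029 and 0.041 in wild type, 0.045 and 0.052 in the spt3 mutant, 0.014 and 0.0043 in the rad52 mutant, and 0.0088 and 0.020 in the sac3 mutant, so the gradient is not specific to wild type. Of 853 stretches of as many windows elsewhere, 78.3% had a smaller absolute slope in wild type at 48 h and 83.6% in the spt3 mutant at 48 h, the highest share of the 8, so the slopes lie among those of other chromosomes. Correction for GC content left the wild type slope at 48 h at 0.046, which argues against that bias.

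The high window next to the rDNA in aged wild type may come from rDNA reads placed on identical sequence. The next window, without such sequence, had a ratio of 1.38 at 48 h. With reads from the 368 shared positions placed at random among 3 identical places, the apparent rDNA unit numbers gave a ratio of 7.52 at 48 h, against 7.12 observed, and 3.98 at 24 h, against 3.87. The boundary of ChrXIIr at 500000 leaves this window out and gave 1.23 in wild type at 48 h.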
